A study of Homo sapiens with 5 samples. Its data were reported in "Integrated Analysis of Global mRNA and Protein Expression Data in HEK293 Cells Overexpressing PRL-1" (2013).

How the data were processed

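HEK293 cells, a line derived from human embryonic kidney, that stably carry either a PRL-1 expression construct or the empty pcDNA4 vector were compared. Per the methods of the study, RNA came from independent cultures of each line and was hybridized to HG-U133 Plus 2.0 GeneChip arrays. The authors left out a PRL-1 array whose RNA did not show raised PRL-1 by qRT-PCR, so 5 arrays were used here, 3 labelled vector and 2 labelled PRL-1. The cultures of a group come from a single stable line, so the effect of the transgene and any other difference between the lines cannot be separated, and p-values measure the spread between cultures.

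The authors deposited MAS5 signals, an intensity per probe set on a linear scale, made with the affy library under default settings. MAS5 subtracts a mismatch estimate from each probe, summarises the probes of a set by a robust mean and scales every array to a common trimmed mean. The mean after trimming 2% at each end was 500 on all 5 arrays. The study tested probe sets that MAS5 called present, and presence calls were not used here. Depth in the sense of read counts does not apply, and the number of arrays limits the precision.

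The table held 54675 probe sets, of which 62 control probe sets were left out of tests. A probe set was tested when its signal was at least 100 on at least 2 arrays, which kept 33818. Genes were named through the platform annotation and updated through gene identifiers to the GRCh38.p14 gene table. On the array 41091 probe sets had 1 gene symbol, 1801 had several and 11721 were not in the annotation used. None of the latter kinds is named, except where names given by the study are quoted. No coordinates are given because the array's genome build is not given in the sources used here.

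Signals were taken to log2 and fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with group as the only term. The tests were two-sided, and Benjamini-Hochberg adjusted p at or below 0.05 was taken as a call. A fold was written as at least N-fold where all arrays of a group lay under a signal of 100, with that group set to 100. Of 27 control probe sets for bacterial transcripts, at most 3 reached 100 on any array. On simulated data of 33818 probe sets with 200 changed in each of 10 runs, the fit recovered 0% of changes of 0.5, 16.2% of changes of 1, 56.8% of changes of 2 and 77.6% of changes of 4 on the log2 scale. In those runs 2.2% of calls were false, a share for simulated data that was not checked on the real arrays.

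For gene lists, the tested probe set with the highest mean log2 signal over the 5 arrays stood for each of 14546 genes. The 46 lists held 1274 genes, of which 1056 were measured, and covered textbook families, markers of other cell types and genes the study itself names. They were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. The results of some lists are not reported here. Lists, alternatives and the rule for named genes were fixed before the data were examined. The rule takes all PRL family probe sets, the 14 genes with the highest and the 14 with the lowest fold change among calls (1 symbol, groups that do not overlap, a mean signal of at least 200 in the higher group), genes the study lists from its arrays, and up to 4 members per list with the smallest adjusted p, with members the study names in its text.

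Alternatives covered the filter, the log offset of 32, quantile normalization, median centring, a replicate block, eBayes without the trend, array weights, each array left out in turn, and the methods' t-test. For lists they also covered the choice of probe set, the correlation and ranks. An uncalled result was treated as having no direction. Where an array labelled PRL-1 was left out, the remaining one was assumed to vary like the vector arrays.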

Results

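Genome-wide mRNA signals were measured in HEK293-vector cells (n = 3 arrays) and in cells labelled HEK293-PRL-1 (n = 2 arrays). PRL-1, encoded by PTP4A1, is a small prenylated protein tyrosine phosphatase. The median signal was 135.4, 138.2 and 166 on vector replicates 1, 2 and 3, and 124.2 and 143.5 on PRL-1 replicates 1 and 2. Vector replicate 3 stood apart from the other arrays. Over tested probe sets its log2 signals correlated at 0.938 to 0.947 with the remaining arrays, whereas those correlated at 0.954 to 0.964 with each other. The ACTB ratio of 3' to 5' signal lay between 1.379 and 1.504 on the 5 arrays and the GAPDH ratio between 0.951 and 0.981.

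PTP4A1 was examined first, since its level bears on the labels. None of its 4 probe sets was called higher on the arrays labelled PRL-1. The brightest gave 7268 ± 400 (SD, n = 3) in vector cells and 7577 ± 477 (SD, n = 2) on the arrays labelled PRL-1. Its log2 fold change was 0.06, with a 95% interval of -0.19 to 0.31. Across the 4 probe sets the log2 fold change was 0.06, 0.09, 0.13 and 0.15, with limma adjusted p from 0.737 to 0.892, and the highest upper bound was 0.44, under a doubling. Whether these probe sets lie within the transcript made from the construct is not known here, so the levels neither bear out nor contradict the labels, and every direction below refers to arrays labelled PRL-1. For PTP4A2 the 4 probe sets gave log2 fold changes between -0.11 and -0.02, and PTP4A3 gave -0.25 (adjusted p = 0.739).

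The comparison of the groups asks which transcripts differ when PRL-1 is stably expressed. MAL2, LRATD2, SLC6A15 and CNTN1 fell and SPINT2 and EEF1A2 rose on the arrays labelled PRL-1, and these 6 genes were called whichever array was left out, although the call of EEF1A2 was lost without the trend (adjusted p = 0.0599). MAL2, a membrane protein of epithelial transcytosis, gave 1673 ± 100 in vector cells and 96.4 ± 4.6 on the arrays labelled PRL-1, at least 16.7-fold lower (adjusted p = 2.61e-05). SLC6A15, a transporter of neutral amino acids, was at least 13.6-fold lower through the probe set with the largest change (adjusted p = 3.87e-05) and fell in all 4 of its tested probe sets. CNTN1, a neural cell adhesion molecule, fell in its 3 tested probe sets, by 3.66-fold, at least 4.03-fold and at least 7.98-fold (adjusted p = 0.00532, 0.00225 and 0.000143). The 3.66-fold call of CNTN1 was lost in at least 1 leave-one-out, as were some of the SLC6A15 calls, though not that of the probe set with the largest change. SPINT2, a Kunitz-type inhibitor of serine proteases, rose 4.93-fold from 486 ± 33 to 2389 ± 66 (adjusted p = 0.000252). EEF1A2, an elongation factor of translation typical of neurons and muscle, rose 4.43-fold from 1153 ± 106 to 5097 ± 406 (adjusted p = 3e-04).

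LRATD2, whose function is little known, was at least 33.6-fold lower through its brighter probe set, from 3361 ± 161 to 11.1 ± 6.5 (adjusted p = 3e-05). Its other tested probe set gave a log2 fold change of -0.43 that was not called (adjusted p = 0.481). The probe sets of LRATD2 therefore disagreed on the size of the change.

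**Figure D1:**
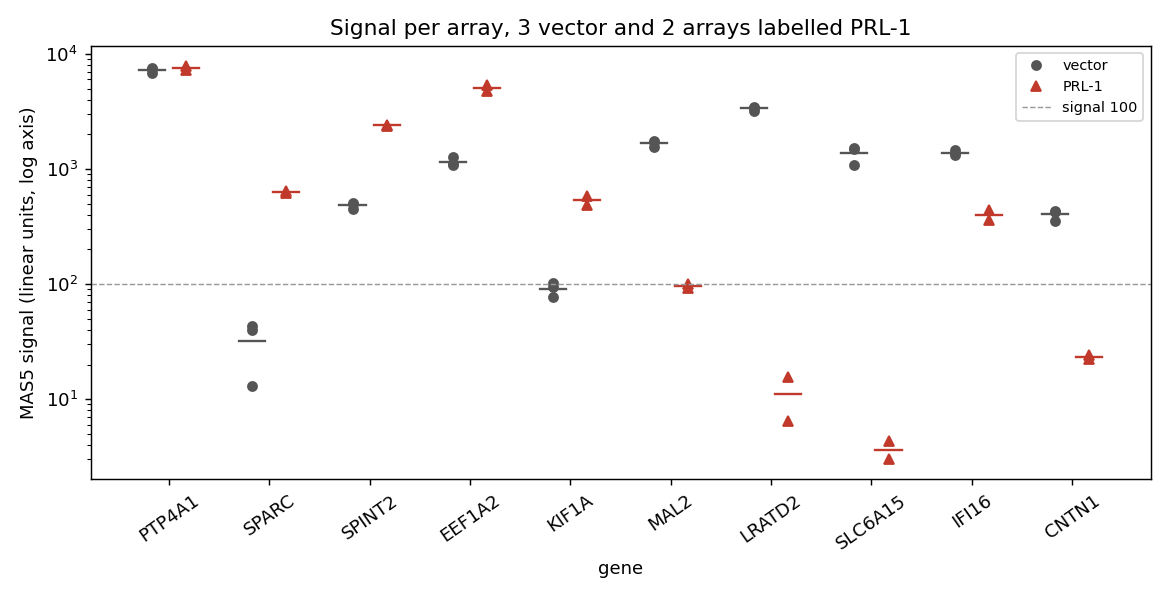
MAS5 signal (log axis) of 10 genes on each of the 3 vector arrays (circles) and the 2 arrays labelled PRL-1 (triangles), with group means as bars and a dashed line at a signal of 100. PTP4A1 overlaps between groups, while the other genes separate, among them SPARC with a mean of 631.5 on the arrays labelled PRL-1 and all vector arrays under the dashed line.

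Of 33818 probe sets, 65 were called by limma, 20 higher and 45 lower on the arrays labelled PRL-1, and 53 of them differed by at least 2-fold. They named 44 genes, 14 higher and 30 lower, while 8 called probe sets were not in the annotation used and 1 had several symbols. The unnamed calls include the probe sets that the study lists as FLNA (adjusted p = 0.00711 and 0.0101) and HNRNPH2 (0.0133), all higher. All 65 had groups that did not overlap, as did 28.9% of tested probe sets, where chance gives 20%. Without vector replicate 3 the count was 313, without vector replicate 1 it was 43, and without vector replicate 2 it was 27. The count fell further without PRL-1 replicate 1 or 2, where 1 array is left in that group and power is lower. Many calls thus depended on a given array or on the number of arrays, which these fits cannot tell apart.

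Among genes that rose, SPARC, a secreted glycoprotein that binds matrix, was at least 6.31-fold higher (adjusted p = 0.0292) and reached 631.5 ± 24.5. Its call was lost without PRL-1 replicates 1 and 2 (adjusted p = 0.727 and 0.604), as it was without the filter (0.0561), with the filter at 200 (0.0652), after quantile normalization (0.065) and without the trend (0.208). KIF1A, a motor of axonal transport, rose to 538 ± 68 (adjusted p = 0.00804) from vector signals of 76.9 to 101.8, which lie near background, so no exact fold is given. TIRAP, an adaptor of Toll-like receptors, rose to 516 ± 36 (adjusted p = 0.022) from similarly dim vector signals of 89.3 to 148.8. CRABP2, which binds retinoic acid, was 3.42-fold higher. LRRC43 was 3.18-fold higher, although its signals were 530.7 and 943.1 on the 2 arrays. Smaller rises were found for HMGB3 (2.05-fold), PRPS2 (2.02-fold), STMN3 (2.01-fold), FMR1 (1.84-fold), KLF10 (1.79-fold), SLC35G2 (1.79-fold) and EPPK1 (1.73-fold), with adjusted p from 0.0165 to 0.045. Like that of SPARC, the calls of all other genes named in this paragraph were lost without either array labelled PRL-1, and also without the trend. Without the filter those of TIRAP, LRRC43, PRPS2, KLF10, SLC35G2 and EPPK1 were lost (adjusted p from 0.0598 to 0.121). After quantile normalization those of LRRC43, PRPS2, KLF10, SLC35G2 and EPPK1 were lost (adjusted p from 0.0542 to 0.0978). After median centring those of HMGB3 (adjusted p = 0.0627), PRPS2 (0.0594), SLC35G2 (0.076) and EPPK1 (0.11) were lost. That of LRRC43 was also lost with the filter at 200 (0.0503) and with the log offset (0.0507). HMGB3 has processed copies in the genome that the probe set could share. The other tested probe sets of KIF1A (adjusted p = 0.769), TIRAP (0.116 to 0.25), LRRC43 (0.379), HMGB3 (0.201), PRPS2 (0.649) and EPPK1 (0.268 and 0.341) were higher without a call.

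Among genes that fell, NECTIN3, a cell adhesion molecule, was at least 3.1-fold and at least 3.68-fold lower in 2 probe sets. PCDH17, a protocadherin, was at least 3.26-fold and at least 3.67-fold lower in 2 called probe sets, while its remaining tested probe set was 2.59-fold lower without a call (adjusted p = 0.0871). GHR, the growth hormone receptor, was at least 4.25-fold lower, DAB2, an endocytic adaptor, at least 2.9-fold lower in 1 of 5 tested probe sets (adjusted p from 0.235 to 0.972 in the others), and SAMD12 at least 3.58-fold lower. NTS, the precursor of neurotensin, was at least 3.22-fold lower. REC8, a cohesin subunit of meiosis, was 4.16-fold lower, and SYT1, the calcium sensor of synaptic vesicles, 3.46-fold lower in 1 of 2 tested probe sets (adjusted p = 0.323 in the other). IFI16, a nuclear sensor of DNA, was 3.47-fold lower, with 2 probe sets called, and its remaining tested probe set missed the threshold (adjusted p = 0.0893). CD99 completed the 14 genes with the lowest fold change. Without the filter the calls of NTS (adjusted p = 0.086), CD99 (0.0781) and a PCDH17 probe set (0.0656) were lost. With the filter at 200 those of NTS (0.0888), DAB2 (0.0524), a PCDH17 probe set (0.0679) and a NECTIN3 probe set (0.0503) were lost. After quantile normalization that of CD99 was lost (0.0655). Without the trend the calls of NTS, CD99, REC8, GHR, DAB2, SAMD12, SYT1 and IFI16 were lost (adjusted p from 0.0599 for DAB2 to 0.314 for CD99). The calls of PCDH17 were also lost (adjusted p = 0.25 in the probe set at least 3.67-fold lower). So was that of the NECTIN3 probe set at least 3.1-fold lower (0.0667). Each of the genes named in this paragraph lost its call, or that of each called probe set, without at least 1 array, with the highest adjusted p at 0.377 for CD99, 0.286 for PCDH17, 0.275 for NTS, 0.193 for NECTIN3, 0.179 for SYT1, 0.175 for REC8 and SAMD12, 0.128 for DAB2, 0.0832 for GHR and 0.0614 for IFI16.

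Of the 46 gene lists, 8 passed camera at adjusted p 0.05 with the preset correlation, and 0 passed with an estimated correlation. Without PRL-1 replicate 1 and without PRL-1 replicate 2 the number was 5 each.

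Genes of ERK output and the immediate early response were shifted upward as a list (camera adjusted p = 0.000306, p = 0.017 and adjusted p = 0.421 with an estimated correlation). Of 27 measured members, 1 rose and 0 fell over all probe sets tested, while 8 rose and 0 fell adjusted over the list alone. Without vector replicate 3, 4 rose over all probe sets. KLF10 rose by 0.84 on the log2 scale. ETV4, a transcription factor induced by ERK signalling, was higher without a call (adjusted p = 0.193) from vector signals of 52.9 to 129.8, near background. DUSP6, a phosphatase of ERK, was higher without a call (adjusted p = 0.268). Its vector signals of 92.8 to 194 reach down to background, so no exact fold is given. ETV5 gave 1.22 on the log2 scale (adjusted p = 0.201). The list median was 0.26, with 17 members above 0.

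Ribosomal protein genes were shifted downward as a list, with a median of -0.23 and 49 of 50 members below 0 (camera adjusted p = 2.12e-05). The shift followed differences between arrays of a group as well, since the list median relative to the vector mean was -0.27, -0.01 and 0.28 on vector replicates 1, 2 and 3. With an estimated correlation p was 0.424, and after quantile normalization the list's adjusted p was 0.504, and without vector replicate 3 it was 0.0572. None of its members was called, RPL36 coming nearest with a log2 fold change of -0.45 (adjusted p = 0.349).

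The list of genes of DNA replication was shifted upward with a median of 0.14 and 31 of 41 members above 0 (camera adjusted p = 0.000319, p = 0.111 with an estimated correlation), and 0 members rose or fell. CCNE2 gave 0.77 (adjusted p = 0.301) and POLD1 0.43 (adjusted p = 0.375). Without PRL-1 replicate 1 the adjusted p of this list was 0.0965. Mitotic genes gave a median of 0 over 45 members (camera adjusted p = 0.924). The Arp2/3 complex, which nucleates branched actin, gave a median of 0.24 over 8 members (camera adjusted p = 0.0122, p = 0.145 with an estimated correlation), and ARPC5 gave 0.35 (adjusted p = 0.352). Without vector replicate 3 its adjusted p was 0.0575, and without PRL-1 replicate 2 it was 0.0729. SR proteins and splicing factors gave a median of 0.07 over 54 members (camera adjusted p = 0.0146, p = 0.4 with an estimated correlation), and without vector replicate 3 the adjusted p was 0.704, without PRL-1 replicate 1 it was 0.41. Matrix proteases and their inhibitors gave a median of 0.09 over 29 members (camera adjusted p = 0.0399, p = 0.237 with an estimated correlation). The list did not pass with camera on ranks (adjusted p = 0.168), without _x_at and _s_at probe sets (0.609) or without the trend (0.0606). In that list SPINT2 rose and 1 further gene, ADAMTS1, passed adjusted over the list alone (log2 fold change 0.48). Its camera call was lost without each of vector replicates 1 and 2 (adjusted p = 0.204 and 0.156) and PRL-1 replicates 1 and 2 (0.155 and 0.0683).

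**Figure D2:**
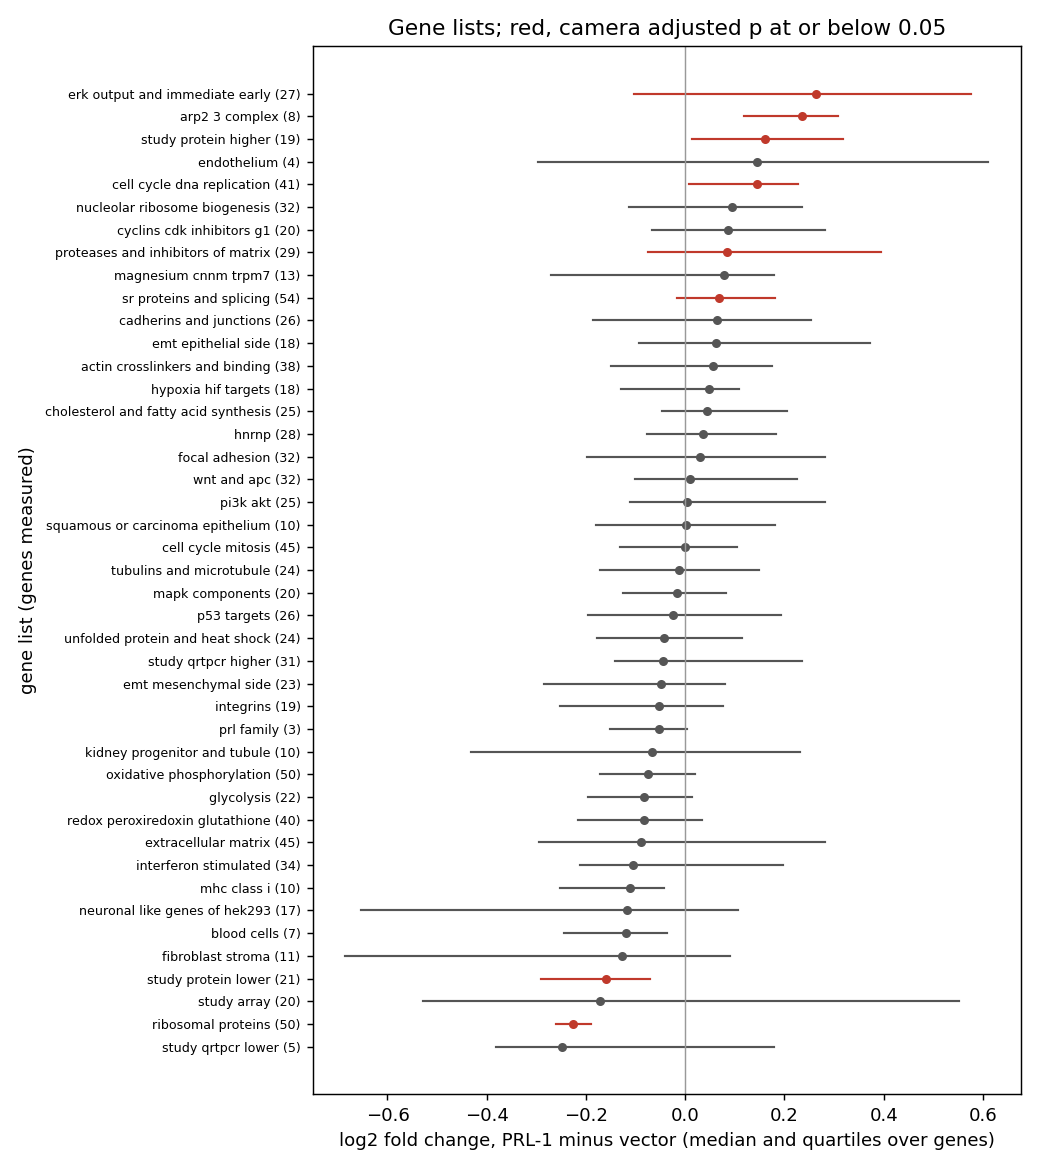
Median log2 fold change (dot) and quartiles (line) over the genes of each list shown, PRL-1 minus vector, with the number of genes measured in brackets. Lists in red passed camera at adjusted p 0.05 with the preset correlation, and ribosomal proteins have a narrower spread than the other red list shifted downward.

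The lists of integrins, focal adhesion and actin-binding genes did not pass camera. With fry, none passed for a shift in a single direction. For change in either direction, focal adhesion passed (fry adjusted p = 0.0201), while integrins (0.0514) and actin-binding genes (0.332) did not. For integrins (19 measured, camera adjusted p = 0.855), ITGB5 gave 0.82 and passed adjusted over the list alone. The integrin median was -0.05 and the mean -0.08, while the test was directed upward. Focal adhesion genes (32 measured) gave an adjusted p of 0.484, and actin-binding genes (38 measured) 0.632. These results do not cover FLNA, which the paper describes as an actin-binding protein, since its probe sets are not in the annotation used. The probe sets that the study lists for it were called higher (limma adjusted p = 0.00711 and 0.0101).

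For epithelial and mesenchymal markers, the members that moved did not go one way. On the epithelial side, SPINT2 rose and MAL2 fell, and 4 members rose and 1 fell adjusted over the list alone (18 measured, camera adjusted p = 0.0668, p = 0.256 with an estimated correlation). CDH1, the epithelial cadherin, gave 1.24 (adjusted p = 0.0871). On the mesenchymal side, SPARC rose (23 measured, camera adjusted p = 0.561), while ZEB1, a repressor of CDH1, gave -0.79 (adjusted p = 0.082) and TWIST1 gave -1.15 (adjusted p = 0.0929), neither called over all probe sets. Over the list alone 1 mesenchymal member rose and 3 fell. The mesenchymal median was -0.05 and the mean 0.03, with the test directed downward. Cadherin and junction genes had a median of 0.06 and a mean of -0.11 over 26 members, with the test directed upward (camera adjusted p = 0.484), and NECTIN3 fell. The epithelial list passed camera without vector replicate 3 (adjusted p = 0.00678), with the filter at 200 (0.0366), with the mean of all probe sets (0.0341) and with the replicate block (0.00864). The block in effect removes vector replicate 3, so it does not add to the result without that array. Without vector replicate 3 CDH1, KRT8, EPCAM, ZEB1 and TWIST1 were called (adjusted p = 0.0273, 0.00163, 0.027, 0.0122 and 0.027).

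Several lists rest on choices of the study. Of the 20 measured genes the study lists from these arrays, 4 rose and 2 fell over all probe sets through the probe set with the highest mean log2 signal of each, and 6 rose and 7 fell adjusted over the list alone, which is not independent evidence since they were chosen on these arrays. A fall lowers that mean, so probe sets of LRATD2 and SLC6A15 with larger falls do not enter this count. Genes whose probe sets are not in the annotation used enter neither this list nor any other. FLNA and HNRNPH2 are such genes. The probe sets that the study lists for them from its arrays were called higher here (limma adjusted p = 0.00711 and 0.0101 for FLNA, 0.0133 for HNRNPH2). TMEM267 gave -0.85 (adjusted p = 0.0819), PRDX2 -0.41 in the probe set with the smallest adjusted p (adjusted p = 0.259) and VCAN 0.38 in the probe set with the smallest adjusted p (adjusted p = 0.305). FLRT1 gave -1.20 (adjusted p = 0.201), but its signals of 103.9 and 97.3 on the arrays labelled PRL-1 lie near background, so its size is uncertain. Another list holds genes whose proteins were higher by mass spectrometry. It was shifted upward (19 measured, median 0.16, camera adjusted p = 0.000306, but adjusted p = 0.421 and p = 0.0189 with an estimated correlation), with EEF1A2 the 1 measured member that rose over all probe sets and 4 measured members adjusted over the list alone. The list of genes with lower proteins was shifted downward, with 19 of 21 members below 0 (camera adjusted p = 0.00206, but adjusted p = 0.421 and p = 0.0275 with an estimated correlation), and 0 members were called. Without PRL-1 replicate 2 its adjusted p was 0.0639. The list of genes higher by qRT-PCR gave a median of -0.04 and a mean of 0.16 over 31 members, with a test directed upward (camera adjusted p = 0.561), SPARC being the 1 member that rose. The list of genes lower by qRT-PCR gave an adjusted p of 0.839 over 5 members.

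Marker lists of other cell types did not pass camera, with adjusted p of 0.889 for kidney tubule, 0.839 for blood, 0.755 for endothelium, 0.484 for neuronal-like genes, 0.393 for squamous epithelium and 0.347 for fibroblasts. With fry, none passed for a single direction. For change in either direction, endothelium (fry adjusted p = 0.000373), squamous epithelium (0.00131), neuronal-like genes (0.00454) and fibroblasts (0.0187) passed, and kidney tubule (0.0886) and blood (0.956) did not. Over all probe sets SYT1 was the 1 marker that fell, and 0 rose. Adjusted over the list alone, CDH1 and EPCAM of the squamous list and EGFL7 of the endothelial list were higher, and SYT1 and TWIST1, of the fibroblast list, were lower. Without vector replicate 3, 2 squamous markers and 1 endothelial marker rose and 1 fibroblast marker fell over all probe sets.

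Genes were also placed in chromosome order, a display chosen after seeing the data and made from the brighter genes. From RIOX2 to MECOM on chromosome 3 the 188 brighter genes, selected as a run, had a median log2 fold change of 0.35, and the 100 dim genes between them had -0.10. Dim genes did not split evenly by sign outside such runs either, where 41% had the signs of the runs. From CALML4 to ST20 on chromosome 15 the 80 brighter genes had -0.30 and the 22 dim genes -0.23.

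**Figure D3:**
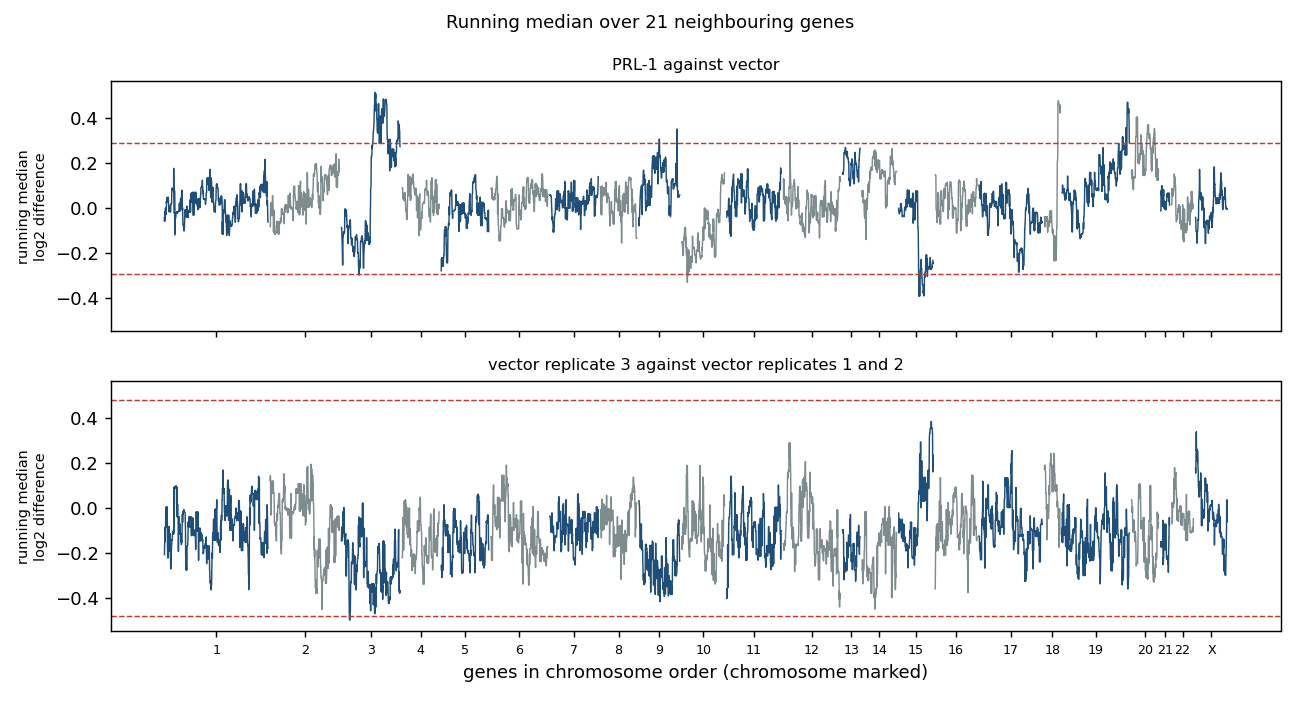
Running median of the log2 difference over 21 neighbouring brighter genes (y axis) against gene order with chromosomes marked (x axis), for PRL-1 against vector (top) and for vector replicate 3 against the other vector arrays (bottom). Dashed lines are the permutation thresholds of 0.291 and 0.481, and the run of 188 genes on chromosome 3 passes the upper line at the top.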

Values the study reported

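The study assayed 15967 probe sets that were present in at least one group. Of these, 25 differed at q ≤ 0.10, with 14 higher and 11 lower in PRL-1 cells. On the arrays it gave a fold change of 4.9 for SPINT2 and of 20 for SPARC, and by qRT-PCR on other cultures one of 230 for SPARC. From earlier work on the line, PRL-1 mRNA was described as at least 2-fold above the vector control. By qRT-PCR, 46 of 174 assays differed at q ≤ 0.05, and ZEB1 was 20-fold higher.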

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

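The filter at a signal of 400 was chosen after the result was seen. The fold changes of the 65 called probe sets had the same direction in every alternative fit of all arrays and in every leave-one-out. The number of calls was less stable. It ran from 11 to 313 when an array was left out (2 to 164 higher, 9 to 149 lower). With eBayes without the trend it was 9 (1 higher, 8 lower), with array weights 275 (134 and 141) and with the replicate block 448 (237 and 211). The replicate numbers do not pair the arrays, since deviations of same-numbered arrays correlated at 0.004. Number 3 occurs on 1 array, so the block fits vector replicate 3 exactly. It gave the same fold changes as leaving that array out (KRT8 1.194 and MGST1 5.192 in both), and is not a separate check. In the fit with array weights, that array had the lowest weight (0.315). At adjusted p 0.10 the number of calls was 101 (36 higher). Calls of 2-fold or more held 12 higher, quantile normalization gave 12 higher and no filter 11 higher. The methods' t-test called 0 probe sets (0 higher, 0 lower) on log2 or on linear signals at either threshold, with 2905 and 2944 at an unadjusted p under 0.05 where limma had 3287. With the filter at 400 it called 24 (9 higher, 15 lower) on log2 and 23 (12 and 11) on linear signals at adjusted p 0.10. Of all lists, where 8 passed, 4 passed without _x_at and _s_at probe sets (3 of the 8), 0 with an estimated correlation and 5 to 10 when an array was left out, partly other lists. For PTP4A1 no alternative gave a call. The cause of these shifts was not tested. Fewer arrays alone do not account for the rise to 313 without vector replicate 3. They could account for the falls without PRL-1 replicate 1 or 2, since 1 array is then left in that group. Signals under 100 lie near background, which limits folds of dim genes to bounds.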

Other observations

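The gene-order scan, the tests of PTP4A1, the RNA degradation and scaling tests and the splits were chosen after the result was seen, as were the genes of the next sentence, while the tests of explanations for the scan and of background were set before their values were seen. Among genes not described above, CITED2 (-1.39), ZNF503 (-1.29), EFR3A (-1.35), REEP2 (-1.55), SELENOP (-1.74) and WNT5A (-0.91) also fell on the log2 scale with adjusted p at or below 0.05, though none stayed called in every leave-one-out. The brighter probe set of WNT5A missed the threshold (adjusted p = 0.0541). Interferon-stimulated genes gave a camera adjusted p of 0.84, with IFI16 the 1 member of 34 that fell. MGST1, a membrane glutathione transferase, gave 4.09 but was not called (adjusted p = 0.196), with vector signals of 212, 216 and 2128. Without vector replicate 3 it gave 5.19 and was called (adjusted p = 1.06e-07).

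PTP4A1 was not higher on the arrays labelled PRL-1, and saturation stays open, since the brightest signal was at least 5.37 times the highest PTP4A1 signal on every array but probe sets can saturate at different signals. Whether the arrays labelled PRL-1 could be vector cultures was tested in 2 forms. Taken singly, 6 probe sets on each lay 8-fold or more from the vector mean against 0, 0 and 7 on the vector arrays (11 on each against 0 and 0 without vector replicate 3), and the pair form, written after that, decides nothing because its highest other pair (6 shared, as for the arrays labelled PRL-1) was set against both of those arrays. Values on both arrays go against further cultures like the vector ones (LRATD2 3361 to 11.1, MAL2 1673 to 96.4), and the qRT-PCR screen of the authors and the rise of SPARC in their other cultures run as the labels say, but a vector line that had drifted is not excluded. A position inside the construct's transcript was known for 0 probe sets, so a transgene outside the reach of the probes cannot be told apart from absent overexpression.

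Runs of neighbouring genes (order from GRCh38.p14) shifted together: in 21-gene running medians over 10148 genes, 350 of 9688 windows passed a threshold from 1000 permutations of gene order, in 16 runs. The longest held 188 brighter genes from RIOX2 to MECOM on chromosome 3, with a median of 0.35, and 43 of its 100 dim genes shared that sign. In a run of 80 brighter genes from CALML4 to ST20 on chromosome 15 (median -0.30), 17 of 22 dim genes did. These shares cannot be set against each other or an even split. The runs differ in sign, and dim genes outside the runs had the signs of the runs in 41%. Noise is argued against by at most 0.07% of windows past the threshold in contrasts within a group, against 3.61%. However, vector replicate 3 itself lay at -0.23 over the run on chromosome 3, where the median without it was 0.28. The value of -0.23 was not centred on the median of all genes, unlike the run median of 0.35, and centring would lower it. The contrast of vector replicate 3 also had a higher threshold of 0.481, which makes windows harder to pass. Without that array 505 windows passed, in 6 higher and 10 lower runs against 12 and 4 with it. Of the 16 runs with it, 12 shared genes with a run of the same sign without it. Of the 723 genes in runs with it, 528 lay in runs of the same sign in both. A DNA copy number difference between the lines is a candidate explanation but stays open: of 344 dim genes held out from the search, 50% had the sign of their run (exact 95% interval 44.6 to 55.4) against 41% outside the runs, and an effect of PRL-1 was not tested.

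Vector replicate 3 stood apart from the other vector arrays. RNA degradation is argued against by a ratio of 3' to 5' signal at most 1.01 times the highest of the other arrays. Scaling is argued against by a deviation still 1.93 times that between the other vector arrays after quantile normalization (2.03 before), a test that replaced a comparison of call counts from fits of different form. Background in dim probe sets is argued against by a deviation 2.78 times that between the other vector arrays in the brightest of 4 groups of probe sets. No biological explanation was tested.

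The 5 arrays can be split into 2 and 3 in 10 ways, too few for a share under 0.05. The real split gave 65 calls as the 1 split with as many, and the highest of the others gave 9.

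The fold of PTP4A1 here was at most 1.11. That is lower than the value quoted from the study above, which refers to earlier work on the line and not to these arrays. SPARC was at least 6.31-fold higher on the arrays. That is a bound, which leaves room for the array and qRT-PCR values quoted from the study above. ZEB1 was 1.73-fold lower without a call. The qRT-PCR value quoted from the study above, from other cultures, has the opposite direction. The methods' t-test gave 0 calls at the study's threshold on the 33818 probe sets past the filter at 100, on log2 or on linear signals. On the 16588 past the added filter at 400 it gave 24 (9 higher, 15 lower) on log2 signals and 23 (12 higher, 11 lower) on linear signals. The count of 0 is lower than the count quoted from the study above, which was taken on fewer probe sets.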
